A study of Homo sapiens with 12 samples. Its data were reported in "The regulation of ferroptosis by MESH1 through the activation of the integrative stress response" (2021).

How the data were processed

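Gene expression was measured in RCC4 cells, an established line from a clear cell renal carcinoma, with Affymetrix human expression arrays. Each culture received siRNA, 40 pmol in amount, and was collected after 72 h. The 12 arrays fall into 4 groups of 3 biological replicates per the labels: a non-targeting siRNA (siNT), a single siRNA against MESH1 (siMESH1), a pool of siRNAs against ATF4 (siATF4), and both together (siMESH1+siATF4). The sources used here do not say how the 40 pmol was divided when both siRNAs were given. Every array column was assigned to a sample by the labels, and 0 columns were left without one.

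The deposited values are log2 signals that the authors made from the scanned arrays with RMA (robust multi-array average) in Affymetrix Expression Console and then expressed relative to the mean of the siNT arrays for each probe set. Versions of RMA and Expression Console are not given in the sources used here. The siNT mean was checked on the table and lay within 1.20e-04 of 0 for every probe set, and values ranged from -3.77 to 3.41. The table therefore holds differences and no absolute signal, so no gene was filtered on its level. No pair of arrays held identical values. The medians of the arrays over all probe sets, in the order of the replicate numbers, were -0.0010, 0.012 and -0.0088 for siNT, 0.029, 0.026 and 0.025 for siMESH1, 0.0035, 0.027 and 0.031 for siATF4, and 0.012, 0.029 and 0.0044 for siMESH1+siATF4. The number of arrays, 3 per group, limits the precision of every value.

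The table held 22277 probe sets, of which 62 were control probe sets. Exactly 1 gene symbol was given for 19064 probe sets, 19052 of them matched by Entrez identifier, and these entered the tests. The 3151 probe sets with no symbol (2108) or several symbols (1043) were tested apart. A gene was represented by the mean of all its probe sets, the rule fixed in advance for a table without levels, which gave 11963 genes, 4310 of them with several probe sets. HDDC3, which encodes MESH1, had 0 named probe sets and was not analysed here.

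Genes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3. All 12 arrays entered a single fit with a mean per group and no block, which left 8 residual degrees of freedom, and the moderated variances had a prior of 4.32 degrees of freedom. Standard errors are those of the fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested together with a change of at least 0.5 on the log2 scale, a fold of 1.41, which is the fold minimum of the study's methods. The comparisons were each silenced group against siNT, siMESH1+siATF4 against each single silencing, and the interaction, defined as the siMESH1+siATF4 minus siATF4 difference less the siMESH1 minus siNT difference. The siMESH1 signature comprised the genes called in siMESH1 vs siNT. A signature gene was counted as moved back when it was called in siMESH1+siATF4 vs siMESH1 in the opposite direction, and genes called in siATF4 vs siNT were left out of both counts. Shares carry Wilson 95% intervals, which treat the genes as independent. Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 prepared the table, and matplotlib 3.10.9 drew the figures.

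Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 22 lists of a comparison. The lists were integrated stress response regulators, amino acid synthesis and transport under ATF4, cytosolic aminoacyl-tRNA synthetases, the ATF6 and IRE1 branch of the unfolded protein response, DNA replication and nucleotide supply, cell cycle and mitosis, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation subunits, ferroptosis and iron handling, NADPH supply and NRF2 targets, sterol and fatty acid synthesis, p53 targets, hypoxia and glycolysis, interferon response, YAP and TAZ targets, extracellular matrix and TGF-beta targets, cilium assembly and motility, autophagy and lysosome, inflammatory cytokines and NF-kB targets, renal epithelial identity, and markers of leukocytes and endothelium. A further list of housekeeping genes, 12 of them measured, served for scaling alone. ATF3, CTH, ACLY and RRM2 were named by the study from these arrays or the qPCR beside them, so their lists are not independent evidence for those members.

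The genes named in the text follow a rule. It takes HDDC3 and ATF4, 13 genes that the study names for these pathways, and in siMESH1 vs siNT, siATF4 vs siNT, siMESH1+siATF4 vs siMESH1 and the interaction the 10 largest called rises and the 10 largest called falls. In the first 3 of these the arrays of both groups also had to be fully separated. The other comparisons give their 5 largest rises and falls, and each list gives up to 4 members with the smallest adjusted p. Exceptions are marked as chosen after their values were seen. The groups, comparisons, tests, thresholds, lists, naming rule and most alternatives were fixed before the data were examined.

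The gene tests were tested on simulated data for siMESH1 vs siNT over 11963 genes. All 67 genes with a true change of 0.75, 67 of 67 with a change of 1 and 66 of 66 with a change of 2 on the log2 scale were recovered, and 0 of 11763 unchanged genes were called. In the same simulation 199 of 200 genes with a true interaction were called. The alternatives chosen in advance were a replicate block, other probe set rules, other scalings between arrays, array weights, fits on the compared arrays alone, other fold minimums, the methods' t-test, other handling of genes changed by siATF4 alone, an estimated inter-gene correlation, limma's fry, and leaving out each array. Added after the data were seen were the comparison of each siRNA's effect with and without the other, the comparison with the sum of single effects, robust variance estimation without an intensity trend, centring on the median of the housekeeping genes, joint versions of the methods' t-test, and a count of moved-back genes that also requires the interaction. The filter on dim probe sets, the choice of the brightest probe set and the intensity trend were not run, because the table holds no levels.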

Results

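The series addressed how much of the transcriptional response of RCC4 renal carcinoma cells to loss of MESH1 depends on ATF4. MESH1, encoded by HDDC3, is a cytosolic NADPH phosphatase, and ATF4 is a transcription factor that drives much of the integrated stress response. Expression was measured on 12 arrays, 3 biological replicates each of siNT, siMESH1, siATF4 and siMESH1+siATF4, and 11963 genes were tested. Values are log2 fold changes with their standard error (SE) from the fit across all arrays, and n = 3 in each group throughout. The first principal component held 45.9% of the variance and set the silenced groups apart from siNT. The second held 31.1% and separated siMESH1 from siATF4.

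ATF4 itself fell 4.95-fold in siATF4 (-2.31 ± 0.07, SE, adjusted p = 8.2e-10) and 5.01-fold in siMESH1+siATF4 (-2.32 ± 0.07, adjusted p = 1.6e-10). The difference between these groups was -0.016 (SE 0.07, adjusted p = 0.93). In siMESH1 the ATF4 value was -0.028 (SD 0.071, n = 3, adjusted p = 0.81). The gene was read by 1 probe set. MESH1 transcript was not analysed here, so its silencing could not be checked on these arrays in either group that received siMESH1.

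Silencing MESH1 alone was followed by a broad fall of genes of DNA synthesis and cell division. RRM2, the small subunit of ribonucleotide reductase, fell 11.2-fold (-3.48 ± 0.10, SE, adjusted p = 2.6e-10). KIF2C, a mitotic kinesin, fell 5.77-fold (-2.53 ± 0.05, adjusted p = 2.2e-11), and ATAD2, a chromatin ATPase, fell 6.81-fold. The largest falls also included SHCBP1 (-2.88), CENPU (-2.51), PBK (-2.49), NCAPG (-2.45), DLGAP5 (-2.44), MAD2L1 (-2.40) and SPC25 (-2.39). The largest rise was that of SCG2, a secretory granule protein, at 5.21-fold (2.38 ± 0.094, adjusted p = 1.7e-09), followed by the aldo-keto reductase AKR1B10 at 3.32-fold (1.73 ± 0.068, adjusted p = 1.6e-09), STON1 (1.58), LGSN (1.55), H2BC12 (1.46) and RTN2 (1.28). Of 51 measured genes of the cell cycle and mitosis list, 48 fell and 0 rose, with a median of -1.72 (3.29-fold; camera adjusted p = 6.2e-46, and adjusted p = 0.02 with an estimated correlation). HMMR (-1.85), CCNB2 (-1.91) and PTTG1 (-1.57) were among them. Of 45 genes of DNA replication and nucleotide supply, 40 fell and 0 rose, with a median of -1.13 (2.19-fold; adjusted p = 2.5e-37, and adjusted p = 0.015 with an estimated correlation), including CDC45 (-2.24), GINS2 (-2.02) and FEN1 (-1.51).

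On the deposited scale the stress response lists did not rise as groups in siMESH1. Among 18 integrated stress response regulators, 2 rose (KLHL24, 0.72, with 1 probe set at 0.245, and CEBPB, 0.50, lost with array median centring at 0.477) and 3 fell, among them the pseudokinase TRIB3 (-0.95) and the death receptor TNFRSF10B (-0.81, lost under housekeeping centring at -0.494), and the list did not pass the test (median -0.076, adjusted p = 0.17). ATF3, a transcription factor of the same response, was 0.36 higher (SE 0.076, adjusted p = 0.0025), below the fold minimum on these values and above it under housekeeping centring (0.67). DDIT3, which encodes CHOP, had a value of -0.13 (adjusted p = 0.15), or 0.186 under housekeeping centring. Among 23 genes of amino acid synthesis and transport under ATF4, CTH, the cystathionine cleaving enzyme, rose 1.62-fold (0.70 ± 0.088, adjusted p = 4.5e-05), while the folate enzyme MTHFD2 (-1.25) and the transporter SLC1A4 (-0.60) fell, SLC1A4 losing its call under housekeeping centring (-0.287) and having a probe set at -0.049. HERPUD1, an endoplasmic reticulum stress gene, rose 1.42-fold (0.51 ± 0.051, adjusted p = 6e-06), but fell short of the fold minimum with array median centring (0.484) and without siNT replicate 1 (0.488), siMESH1 replicate 1 (0.485) or siMESH1 replicate 2 (0.492). DERL1 fell (-0.70, lost under housekeeping centring at -0.386), XBP1 was at -0.25 and DNAJB9 at -0.32, below the fold minimum, although DNAJB9 was called without probe sets that may cross-hybridise (-0.601). Housekeeping centring put XBP1 at 0.068 and DNAJB9 at -0.002, so the direction of XBP1 and DDIT3 and the size of the DNAJB9 value rest on the scaling.

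Single genes of lipid synthesis and of the hypoxia list fell as well. ACLY, which makes cytosolic acetyl-CoA, fell 2.74-fold (-1.45 ± 0.05, SE, adjusted p = 6.9e-10), together with EBP (-0.60), INSIG1 (-0.58) and FADS2 (-0.51), these 3 losing their call under housekeeping centring (-0.288, -0.27 and -0.191). Of 36 hypoxia and glycolysis genes 12 fell, among them cyclin D1 (CCND1, -1.93), the carbonic anhydrase CA12 (-1.61), INSIG2 (-1.05), HK2 (-0.64) and VEGFA (-0.65), and HK2 (-0.325) and VEGFA (-0.334) lost their calls under housekeeping centring. E2F1 (-0.68) lost its call there too (-0.365), and VEGFA (-0.381) and E2F1 (-0.465) each had a probe set below the fold minimum. CDK2 was at -0.23, not called, with 1 of its 3 probe sets of opposite sign. Of 18 p53 targets 4 rose, including TP53I3 (1.10), PPM1D (0.75) and CDKN1A (0.60), and 1 fell. The list passed the test (median 0.12, adjusted p = 0.045, but adjusted p = 0.2 with an estimated correlation). This call was also lost under housekeeping centring (adjusted p = 0.13) and without siNT replicate 1 or 3, siMESH1 replicate 2 or 3, or siMESH1+siATF4 replicate 1 or 2 (adjusted p = 0.051 to 0.072). Of 34 genes of cilium assembly and motility 4 rose, such as DYNC2LI1 (0.84), and 1 fell, the tubulin TUBB4B (-1.11), with a median of 0.23 (adjusted p = 0.00014, but adjusted p = 0.11 with an estimated correlation). Of 24 genes of NADPH supply and NRF2 targets 4 rose, namely AKR1B10, TXNRD1 (0.70), EPHX1 (0.51) and AKR1C3 (0.51), the last 2 lost with array median centring (0.484 and 0.479). A further 1 fell, and the list did not pass the test (median 0.027, adjusted p = 0.18). NADK, which makes NADP, was at 0.041 (adjusted p = 0.63).

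Medians of 8 further lists lay below 0 in siMESH1 with a camera adjusted p under 0.05, and each turned above 0 when arrays were centred on the mean of the housekeeping genes. These were hypoxia and glycolysis (-0.31, becoming 0.003; adjusted p = 8.3e-09), the ATF6 and IRE1 branch of the unfolded protein response (-0.19, becoming 0.12; adjusted p = 0.0038), cytosolic aminoacyl-tRNA synthetases (-0.18, becoming 0.14; adjusted p = 0.0017), mitochondrial ribosomal proteins (-0.12, becoming 0.20; adjusted p = 0.00031), the interferon response (-0.12, becoming 0.20; adjusted p = 0.0024), amino acid synthesis and transport (-0.10, becoming 0.21; adjusted p = 0.004), oxidative phosphorylation subunits (-0.082, becoming 0.23; adjusted p = 0.0035) and sterol and fatty acid synthesis (-0.049, becoming 0.26; adjusted p = 0.0035). With an estimated correlation these 8 lists had, in the same order, adjusted p = 0.069, 0.15, 0.15, 0.19, 0.15, 0.099, 0.28 and 0.15. The housekeeping mean was -0.313 in siMESH1, so its removal had to turn every median that lay between it and 0. This mean includes TFRC (-1.168), HPRT1 (-0.664) and PGK1 (-0.53), all well below the housekeeping median of -0.179. The turn alone therefore does not show which scaling is right. Relative to other genes, which is what camera tests, 5 of the 8 still passed after the centring, namely hypoxia (adjusted p = 2.8e-10), interferon (adjusted p = 0.0037), amino acid (adjusted p = 0.032), sterol (adjusted p = 0.04) and ATF6 and IRE1 (adjusted p = 0.043). In the interferon list USP18 (-0.75), OAS3 (-0.64) and IFI35 (-0.63) fell, each losing its call under housekeeping centring (-0.437, -0.323 and -0.313), and TRIM22 rose (0.59). Cytosolic ribosomal proteins had a median of 0.091 with 0 members called (adjusted p = 0.0024, but adjusted p = 0.28 with an estimated correlation). The remaining lists did not pass the test: ferroptosis and iron handling (-0.016, adjusted p = 0.66, with TFRC at -1.17 and 2 genes called higher), YAP and TAZ targets (0.12, adjusted p = 0.082, with F3 at -1.62 and CCN2 at 0.75), extracellular matrix and TGF-beta targets (0.087, adjusted p = 0.13, with MMP1 at -2.39 and FN1 at 0.72, or 0.416 without probe sets that may cross-hybridise), autophagy and lysosome (0.14, adjusted p = 0.083), inflammatory cytokines and NF-kB targets (-0.0020, adjusted p = 0.64, with PTGS2 at -1.22 and 1 gene called higher), renal epithelial identity (0.0020, adjusted p = 0.43, with MUC1 at -0.93) and markers of leukocytes and endothelium (0.039, adjusted p = 0.81, with 0 of 16 called).

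In all, 980 genes were called in siMESH1 vs siNT, 337 higher and 643 lower. Housekeeping centring, which subtracts the list mean of -0.31 and so moves the siMESH1 values upward, gave 2585 genes, 2287 higher and 298 lower. The balance of rises and falls therefore rests on the scaling, whereas the falls of the cell cycle and DNA replication lists do not turn. For every list and comparison the counts adjusted over the list alone equalled those adjusted over all genes tested. The median, the mean and the test of a list differed in sign for between 1 and 5 lists per comparison, 0 of them called.

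Silencing ATF4 alone also lowered cell division genes, and it raised inflammatory genes. SPARC, a matrix glycoprotein, rose 5.26-fold (2.39 ± 0.11, SE, adjusted p = 1.5e-08), followed by LY96, a partner of the receptor TLR4 (2.26), PLA2G4C (1.90), PLA1A (1.72) and the smooth muscle protein CNN1 (1.63). The largest fall was that of the clock transcription factor BMAL2, at 5.86-fold (-2.55 ± 0.099, adjusted p = 3.8e-09). Beside ATF4 itself (-2.31), DLGAP5 (-2.31), KIF20A (-2.15), CENPU (-2.11) and EPHA7 (-2.03) followed. In the cell cycle and mitosis list 46 of 51 genes fell (median -1.43, adjusted p = 8.8e-50, and adjusted p = 0.016 with an estimated correlation), and in the DNA replication list 39 of 45 (median -0.97, adjusted p = 2.9e-38, and adjusted p = 0.013 with an estimated correlation). RRM2 fell 3.93-fold.

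Known ATF4 targets fell in part. Of the amino acid list 5 genes fell and 0 rose, including asparagine synthetase (ASNS, -1.19), MTHFD2 (-0.88), SLC38A1 (-0.72) and SLC1A4 (-0.67, with 1 probe set at -0.043), with a median of -0.15 (adjusted p = 0.00078, and adjusted p = 0.03 with an estimated correlation). Of 17 aminoacyl-tRNA synthetase list members 4 fell, namely YARS1, IARS1, TARS1 and XPOT, the last not under housekeeping centring (-0.432; median -0.27, adjusted p = 9.4e-06, but adjusted p = 0.066 with an estimated correlation). Among stress response regulators NUPR1 fell (-1.02) while STC2 (1.27) and GDF15 (0.51, lost with array median centring at 0.493) rose, and the list did not pass the test (adjusted p = 0.2). CTH was at -0.19 (adjusted p = 0.13), ATF3 at 0.29 (adjusted p = 0.012) and DDIT3 at 0.46 (adjusted p = 0.00012), each below the fold minimum on these values, and DDIT3 was called under housekeeping centring (0.592) and without siNT replicate 1 (0.503).

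Inflammatory and NF-kB genes rose in siATF4, with 6 of 20 called higher, among them IL6 (1.10), TNFAIP3 (0.88) and CXCL1 (0.58), and 1 lower, VCAM1 (-0.99; list median 0.28, adjusted p = 0.00078, and adjusted p = 0.027 with an estimated correlation). YAP and TAZ targets had a median of 0.26, with CCN2 (0.89) and NT5E (0.70) higher and F3 (-1.27) and CRIM1 (-0.97) lower (adjusted p = 0.0021, and adjusted p = 0.03 with an estimated correlation). Of the p53 targets 5 rose, including TP53I3 (0.91) and CDKN1A (0.83), with a median of 0.13 (adjusted p = 0.0015, but adjusted p = 0.068 with an estimated correlation). Of 30 matrix and TGF-beta genes 4 were higher, SPARC among them, and 1 lower (median 0.046, adjusted p = 0.034, but adjusted p = 0.41 with an estimated correlation), a call lost without siNT replicate 2 (adjusted p = 0.052) or siATF4 replicate 2 (adjusted p = 0.066). In total 780 genes were called, 298 higher and 482 lower, against 614 higher and 335 lower under housekeeping centring. Beside these groups, the 3' minus 5' difference of the ACTB control probe sets lay at -0.29 in siATF4 (SD 0.082, n = 3) and the 18 hybridisation spike-in probe sets at 0.25 (SD 0.084, n = 3), each with an exact two-sided permutation p = 0.1, the smallest that 3 against 3 arrays allow (adjusted p = 0.3). In siMESH1 the ACTB difference was -0.11 and the spike-ins lay at -0.023. In siMESH1+siATF4 the ACTB difference was -0.30, also with an exact permutation p = 0.1 (adjusted p = 0.3), and the spike-ins lay at 0.068. The GAPDH 3' minus 5' difference was 0.077 in siMESH1, -0.09 in siATF4 and -0.022 in siMESH1+siATF4 (exact permutation p = 0.4, 0.2 and 0.8).

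The falls in the 2 single silencings overlapped. Of the genes called, 255 were lower in both against 25.9 for independent lists, 65 were higher in both against 8.39, and 29 changed in opposite directions against 29.6. The fold changes correlated across genes, which are not independent replicates, with Pearson's r of 0.528. Simulated groups without true change that share the siNT arrays gave an r of 0.501, whereas the covariance was 0.0503 against 0.00326 in the simulation. The siNT arrays are common to both comparisons, and 3 arrays cannot be divided into separate control sets of 2 or more.

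**Figure D1:**
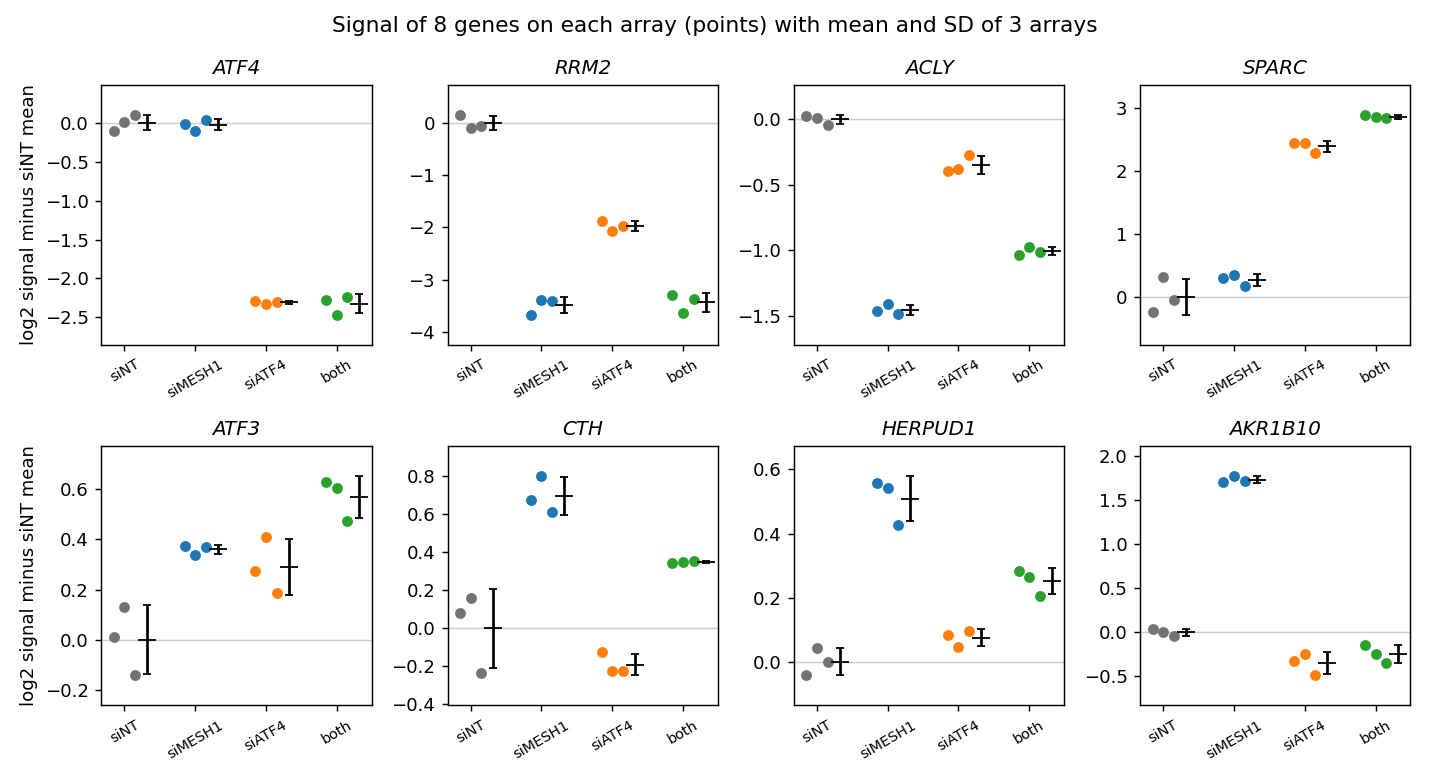
Signal of 8 genes on each of the 12 arrays, as log2 signal minus the siNT mean (vertical axis) by group (horizontal axis; "both" is siMESH1+siATF4), with points for arrays and bars for the mean and SD of 3 arrays. ATF4 lies near -2.31 in siATF4 and -2.32 in siMESH1+siATF4, and AKR1B10 is 1.73 above siNT in siMESH1 alone.

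Cells with both siRNAs showed falls of cell division genes as well. In siMESH1+siATF4 vs siNT 49 of 51 cell cycle genes fell (median -1.98, adjusted p = 9.4e-48), as did 40 of 45 replication genes (median -1.22, adjusted p = 8.3e-37), and both lists also passed the test with an estimated correlation. RRM2 fell 10.8-fold (-3.43 ± 0.10, SE, adjusted p = 1.6e-10), and DLGAP5 (-3.33), KIF20A (-3.26), SHCBP1 (-3.18) and PBK (-3.12) were the next largest falls. SPARC rose 7.28-fold (2.86 ± 0.11), and LY96 (2.52), DENND5B (2.47), CNN1 (2.32) and LGSN (2.20) followed. The amino acid list fell, with 7 genes lower and 0 higher and a median of -0.20 that became 0.003 under housekeeping centring, where the list still passed camera (adjusted p = 4.1e-05; adjusted p = 9.9e-05 without it, and adjusted p = 0.023 with an estimated correlation). Of the NF-kB targets 7 were higher and 2 lower (median 0.31, adjusted p = 0.0055, and adjusted p = 0.047 with an estimated correlation), but the list was not called under housekeeping centring (adjusted p = 0.11) or without probe sets that may cross-hybridise (adjusted p = 0.077). ATF3 rose 1.48-fold (0.57 ± 0.076, adjusted p = 6.4e-05), a call that missed the fold minimum without siNT replicate 3 (0.498). In total 1154 genes were called, 526 higher and 628 lower, against 1392 higher and 385 lower under housekeeping centring.

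**Figure D2:**
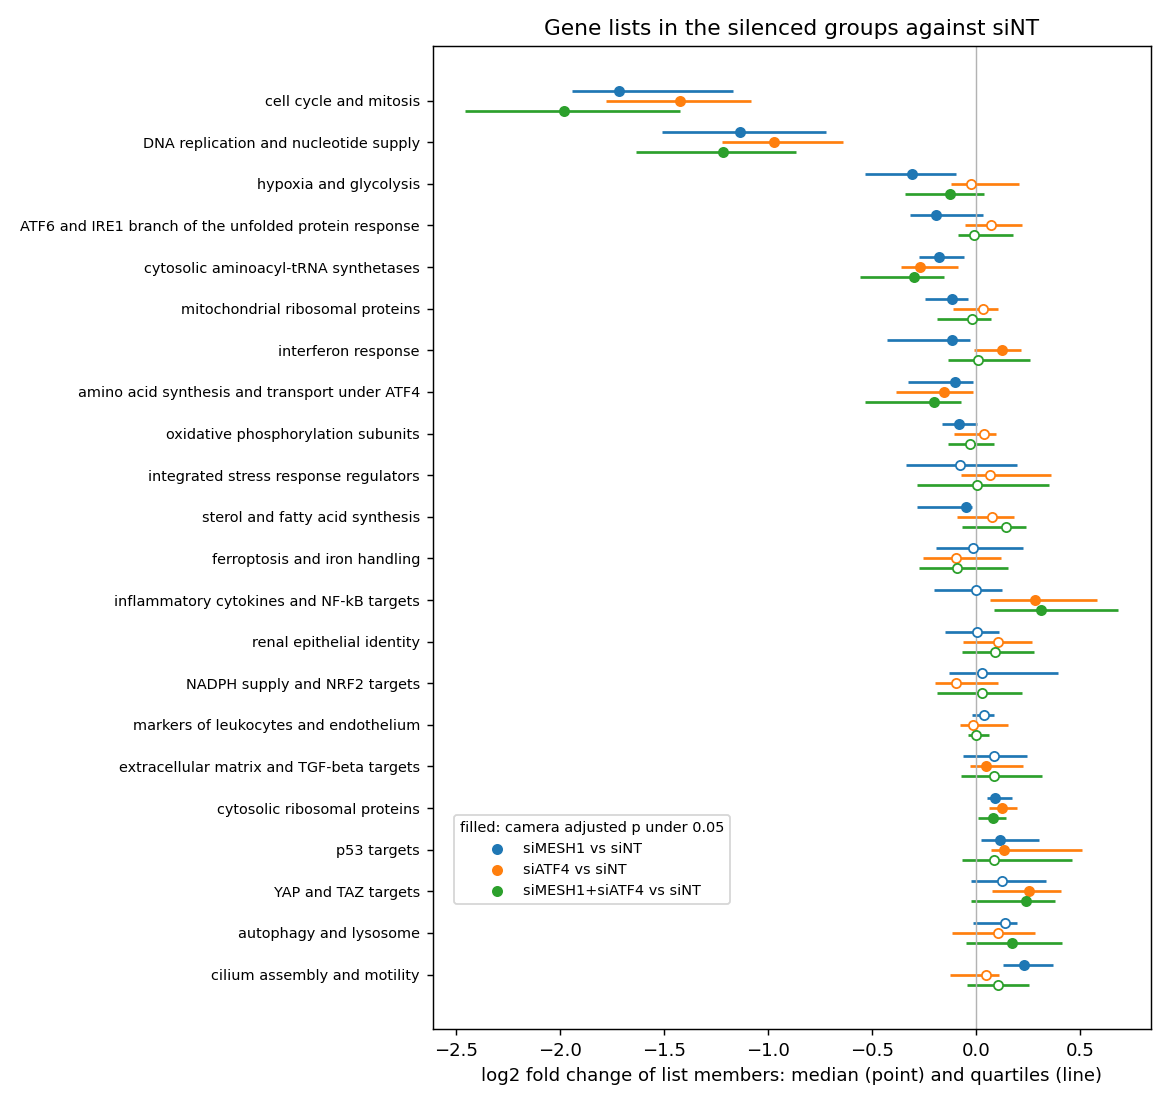
Median (points) and quartiles (lines) of the log2 fold changes of the members of 22 gene lists in siMESH1, siATF4 and siMESH1+siATF4 against siNT; filled points mark a camera adjusted p under 0.05. The cell cycle medians are -1.72, -1.43 and -1.98, while under housekeeping centring the called siMESH1 medians below 0 other than cell cycle and DNA replication, and those of the amino acid and hypoxia lists in siMESH1+siATF4, turn above 0.

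The comparison of siMESH1+siATF4 with siMESH1 asked which changes of siMESH1 cells are altered by ATF4 silencing. SPARC rose 6.03-fold (2.59 ± 0.11, SE, adjusted p = 1.8e-08), the chemokine CXCL6 4.1-fold (2.04 ± 0.077, adjusted p = 8.5e-09), and CNN1 (2.12), LY96 (2.09), MAP1LC3C (2.05) and PTPRR (1.94) rose as well. Beside ATF4 itself (-2.30), the largest falls were those of AKR1B10 at 3.95-fold (-1.98 ± 0.068, adjusted p = 6e-09), BMAL2 (-1.88), the desmosomal protein PERP (-1.85) and EPHA7 (-1.61). Of 21 renal epithelial genes 5 rose, including KRT19 (1.28), KRT18 (1.16) and MUC1 (1.16), and 1 fell, the transporter SLC17A3 (-1.48), and the list did not pass the test (median 0.073, adjusted p = 0.14). Of the NF-kB targets 9 rose, such as CXCL2 (1.10), CXCL1 (0.77) and IL6 (0.70), and 1 fell (median 0.30, adjusted p = 0.00029, and adjusted p = 0.0496 with an estimated correlation). Of the cell cycle list 13 genes fell further, including CCNB2 (-0.83) and CCNB1 (-0.60; median -0.32, adjusted p = 2e-11, but adjusted p = 0.2 with an estimated correlation). In this comparison 11 lists passed the camera test, and the NF-kB list alone of them did with an estimated correlation. Among the others, integrated stress response regulators lay higher (median 0.209, adjusted p = 0.014, but adjusted p = 0.2 with an estimated correlation). Amino acid synthesis and transport lay lower (median -0.047, adjusted p = 0.014, but adjusted p = 0.17 with an estimated correlation). So did aminoacyl-tRNA synthetases (median -0.083, adjusted p = 0.0084, but adjusted p = 0.2 with an estimated correlation).

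The study genes behaved differently from one another in this comparison. CTH was 0.35 lower (-0.35 ± 0.088, SE, adjusted p = 0.0095), below the fold minimum on these values but called without probe sets that may cross-hybridise (-0.53). HERPUD1 was at -0.26 (adjusted p = 0.002), ATF3 at 0.21 (adjusted p = 0.06), ACLY at 0.45 (adjusted p = 2.4e-05) and RRM2 at 0.053 (adjusted p = 0.76), none of them called. In total 730 genes were called, 409 higher and 321 lower, against 261 higher and 547 lower under housekeeping centring.

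Of 631 signature genes not called in siATF4 alone, 180 moved back in the direction of siNT when ATF4 was silenced too, a share of 28.5% (Wilson 95% interval 25.1 to 32.2). The interval treats genes read on the same arrays as independent trials and leaves out the uncertainty from 3 arrays per group. Among genes raised by siMESH1 61 of 260 moved back (23.5%), led by AKR1B10, and among genes lowered 119 of 371 (32.1%), led by the complement component C3 (1.33), the acetyltransferase NAA50 (1.32), the Wnt secretion factor WLS (1.17), MUC1 (1.16) and KRT18 (1.16); these members were chosen by size after their values were seen. C3 (0.49), KRT18 (0.50) and MUC1 (0.46) were also higher in siATF4 alone, just under the fold minimum. The rule asks for a direction and not for a value nearer to siNT. KRT18 went from -0.537 in siMESH1 to 0.626 in siMESH1+siATF4, both against siNT, and so passed beyond it. Among the 180 genes, siATF4 alone changed 129 in the moved-back direction, 60 of them at an adjusted p under 0.05, and the interaction was called in 106. None of the 7 lists tested was enriched among moved-back genes (lowest adjusted p = 0.58). These lists held only 3 to 10 signature genes each, too few for the test to decide whether any is enriched. With siATF4-responsive genes kept in the signature the share was 18.4% (180 of 980), and with them kept in both counts 21.4% (210 of 980). It was 14.7% under housekeeping centring, where the balance turned to 262 raised and 40 lowered genes, 44.8% without a fold minimum and 9.09% at a 2-fold minimum.

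Adding siMESH1 to siATF4 changed fewer genes than siMESH1 alone. In siMESH1+siATF4 vs siATF4 LGSN rose 3.02-fold (1.59 ± 0.10, SE, adjusted p = 1.9e-06), followed by SCG2 (1.24), EFEMP1 (1.24) and CHGB (1.08). The collagenase MMP1 fell 3.35-fold (-1.75 ± 0.11, adjusted p = 1.7e-06), and CCND1 (-1.63), RRM2 (-1.45), SIGLEC15 (-1.44) and NEFM (-1.32) fell as well. Of the cell cycle list 30 genes fell (median -0.57, adjusted p = 4.1e-35, but adjusted p = 0.052 with an estimated correlation), and 8 of the replication list (median -0.33, adjusted p = 1.2e-19, but adjusted p = 0.052 with an estimated correlation). Of the hypoxia list CCND1, CA12 (-0.72) and ADM (-0.60) fell (median -0.15, adjusted p = 1e-07, but adjusted p = 0.098 with an estimated correlation). CTH rose (0.54 ± 0.088, adjusted p = 0.0016), a call lost without probe sets that may cross-hybridise (0.414). In total 195 genes were called, 42 higher and 153 lower, against 91 higher and 113 lower under housekeeping centring, and 12 lists passed the camera test, 0 of them with an estimated correlation.

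The effect of siMESH1 with ATF4 silenced followed its effect alone at a reduced size, in comparisons that share no arrays. Over the 980 signature genes the correlation across genes was 0.872, and a median of 34.2% of the effect was kept. The median was 30.9% for 88 cell cycle and DNA replication genes, 39.8% for 337 genes raised by siMESH1, and 36.9% for 175 genes of at least 2-fold change outside these lists. Among the latter it was 40.8% for 72 genes not called in siATF4 (quartiles 34.8 and 53.3) and 33.7% for 103 called in siATF4. Of AKR1B10's rise 6.1% was kept. The 780 genes called in siATF4 kept a median of 57.9% of the siATF4 effect when siMESH1 was given too (r across genes 0.794), and 85 cell cycle and DNA replication genes among them 21.6%. In sets chosen alike, called in 1 single silencing only and outside these lists, 627 genes kept 35.9% of the siMESH1 effect and 430 genes kept 85% of the siATF4 effect. For 34 of the latter with at least 2-fold change the median was 98.5%.

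**Figure D3:**
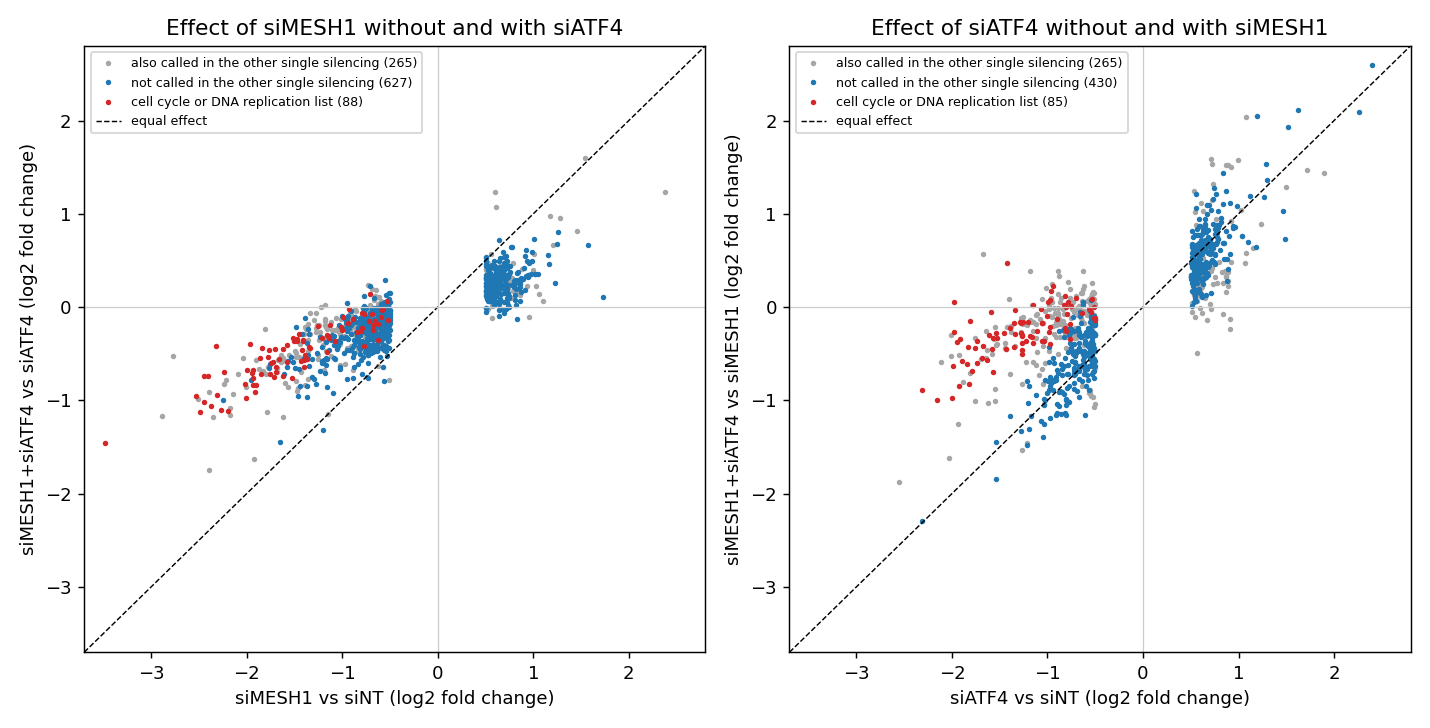
Left, log2 fold change of the genes called in siMESH1 vs siNT (horizontal axis) against siMESH1+siATF4 vs siATF4 (vertical axis); right, genes called in siATF4 vs siNT against siMESH1+siATF4 vs siMESH1; each point is a gene and the dashed line marks equal effects. All 980 genes on the left keep a median of 34.2% of their change and all 780 on the right 57.9%. Outside the cell cycle and DNA replication lists, the genes not called in the other single silencing (blue) keep 35.9% on the left and 85% on the right.

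The interaction tested whether the effect of siMESH1 differs with ATF4 silenced. It was called for 516 genes, 414 with a positive and 102 with a negative value, against 205 positive and 1052 negative under housekeeping centring. The cell cycle list had 45 genes with a positive interaction and 0 with a negative (median 1.05, adjusted p = 1.9e-52, and adjusted p = 0.013 with an estimated correlation), and the replication list 36 and 0 (median 0.80, adjusted p = 1.4e-43, and adjusted p = 0.0087 with an estimated correlation). The largest positive values were those of ATAD2 (2.25 ± 0.11, SE, adjusted p = 6.3e-07), RRM2 (2.03) and the kinetochore gene NDC80 (1.90), and the largest negative values those of AKR1B10 (-1.63 ± 0.096, adjusted p = 2.3e-06) and SCG2 (-1.14). ACLY had a positive interaction (0.79 ± 0.07, adjusted p = 1.5e-05), whereas CTH (-0.16, adjusted p = 0.49), ATF3 (-0.081, adjusted p = 0.71) and HERPUD1 (-0.33, adjusted p = 0.0094) were not called, although HERPUD1 was called under housekeeping centring (-0.572, adjusted p = 0.00018). In 255 genes lowered by both single silencings the median in siMESH1+siATF4 was -1.35 against -2.19 for the sum of the single effects, or 61.8%, and the interaction was called in the opposite direction to the falls in 220 of them.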

Values the study reported

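The study reported that approximately 30% of the genes in its MESH1 silencing signature, 294 out of 980, were affected by silencing ATF4 as well. Its thresholds were a fold change of 1.41 and a t test P<0.05.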

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

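Among the tests of explanations in this part, those of weaker ATF4 silencing, of siNT arrays standing apart, of a floor reached in a single silencing and of weaker MESH1 silencing for the cell cycle and DNA replication genes, and that of a change by siATF4 alone for the moved-back genes, were chosen only after the result was seen. The effect of siMESH1 differed between cells with and without siATF4 by the interaction test for 516 genes. The 10 largest positive values were those of ATAD2 (2.25), RRM2 (2.03), NDC80 (1.90), SHCBP1 (1.71), NCAPG (1.71), MAD2L1 (1.66), KIF2C (1.57), KIF23 (1.57), E2F8 (1.57) and CDC45 (1.54). The 10 largest negative values were those of AKR1B10 (-1.63), SCG2 (-1.14), KCNJ13 (-1.06), TP53I3 (-1.04), CLEC4E (-0.96), PLXDC2 (-0.96), STON1 (-0.91), CLSTN2 (-0.91), ITGA1 (-0.81) and DNAAF11 (-0.79). The call of DNAAF11 was lost without siNT replicate 1 (adjusted p = 0.061), siMESH1+siATF4 replicate 1 (adjusted p = 0.059), siMESH1+siATF4 replicate 2 (adjusted p = 0.053) or siATF4 replicate 1 (adjusted p = 0.056).

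The lists picked out by the same test had interaction medians of 1.05 for cell cycle and mitosis and 0.80 for DNA replication and nucleotide supply. Hypoxia and glycolysis (0.17), sterol and fatty acid synthesis (0.19), the ATF6 and IRE1 branch of the unfolded protein response (0.13), the interferon response (0.069) and cytosolic aminoacyl-tRNA synthetases (0.065) had positive medians that turned below 0 under housekeeping centring, where the sterol (adjusted p = 6.7e-05) and hypoxia (adjusted p = 0.0011) lists still passed camera relative to other genes. The medians were negative for cilium assembly and motility (-0.17), p53 targets (-0.16), YAP and TAZ targets (-0.15) and cytosolic ribosomal proteins (-0.14). With an estimated correlation the 9 lists other than cell cycle and DNA replication were not called, with adjusted p from 0.063 to 0.33. The calls of 4 of them were also lost without single arrays: ATF6 and IRE1 without replicate 2 of any group, aminoacyl-tRNA synthetases without siNT replicate 2, siMESH1 replicate 2, siATF4 replicate 1 or 2, or siMESH1+siATF4 replicate 1, interferon without siNT replicate 2 or 3, siMESH1 replicate 3, siATF4 replicate 1 or siMESH1+siATF4 replicate 2, and YAP and TAZ targets without siNT replicate 3, siMESH1 replicate 3, siATF4 replicate 1 or siMESH1+siATF4 replicate 1 or 2 (adjusted p = 0.051 to 0.084). Probe sets with no or several gene symbols, which the comparisons do not use, held signal as well: of 3151, 165 were called in siMESH1 vs siNT, 120 in siATF4 vs siNT and 184 in siMESH1+siATF4 vs siNT.

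Other splits of the arrays were counted for each comparison. In each pairwise comparison 1 of the 10 splits of the 6 arrays, the real one, gave as many genes, and 10 splits are too few for a share under 0.05. The real and highest other counts in fits on those 6 arrays were 979 and 0 for siMESH1 vs siNT, 779 and 0 for siATF4 vs siNT, 1153 and 0 for siMESH1+siATF4 vs siNT, 730 and 0 for siMESH1+siATF4 vs siMESH1, and 196 and 0 for siMESH1+siATF4 vs siATF4. For the interaction 3 of 100 splits, the real one with 516 included, gave as many genes, so a random grouping is excluded at a share under 0.05. The highest other counts, 1235 and 741, came from splits with all siNT arrays on one side of the contrast and all siMESH1 arrays on the other, which measure the difference between those groups.

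The cell cycle and DNA replication genes fell less in siMESH1+siATF4 than the sum of the single silencings. Weaker silencing of the ATF4 transcript was not seen, since ATF4 in siMESH1+siATF4 differed from siATF4 by -0.016. The values come from 1 probe set without an absolute level, so a floor of its signal cannot be excluded. ATF4 protein, which the paper reports as increased by MESH1 knockdown, was not measured on the arrays. A difference in remaining ATF4 protein therefore stays open. A displacement of the siNT arrays by the interaction median of 1.05 in these genes cannot be told apart from the pattern, since it would enter both single effects and the design has no second control group. A floor already reached in a single silencing is excluded for the 48.8% of the list genes with a called opposite interaction (39 of 80) that lay below their lower single group, while compression of low signals may contribute, because 4.55% of all such genes lay above it. Weaker MESH1 silencing when both siRNAs were given may contribute too, because the effect kept in these genes lay 9.9 points from that in genes of at least 2-fold change outside the lists and not called in siATF4, and a shared path of both silencings to the cell cycle stays open as an untested biological hypothesis.

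In 180 signature genes siATF4 moved the siMESH1 change back in the direction of siNT. A change by siATF4 alone below the fold minimum, measured against the siNT arrays as they stand, is excluded as the main cause. In the 180 genes the median siATF4 change in the moved-back direction was 0.113, against 0.669 for siMESH1+siATF4 vs siMESH1. These medians alone cannot decide the question, because the genes were selected as called in the second comparison and not called in siATF4. In 100 simulations with the single effects simply added, at most 18 genes moved back, a count kept low by leaving out genes called in siATF4. Still, 60 of the 180 genes did change in that direction in siATF4 at an adjusted p under 0.05. Independent noise of single siMESH1 arrays is excluded, since 100 simulations with equal true levels gave at most 0 moved-back genes. A shift common to all siMESH1 arrays would also enter both comparisons. It was not simulated, so the count cannot decide on it. Weaker MESH1 silencing when both siRNAs were given remains a candidate explanation. Of the moved-back genes 0.556%, CD9 alone, changed opposite to siMESH1 in siMESH1+siATF4 vs siATF4. This count cannot separate weaker silencing from dependence on ATF4, since either can shrink the siMESH1 effect without reversing it. With ATF4 silenced the 180 genes kept a median of 31.4% of the siMESH1 effect. It was 35.9% for 627 signature genes outside the cell cycle and DNA replication lists and not called in siATF4. These sets share genes. Dependence of the moved-back genes on ATF4, the biological explanation of the design, stays open. Weaker MESH1 silencing and a shift common to the siMESH1 arrays stay open beside it. The MESH1 transcript that would separate ATF4 dependence from weaker MESH1 silencing was not analysed here.

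ATF3 was not lower in siMESH1+siATF4 than in siMESH1, with a difference of 0.21 (SE 0.076, adjusted p = 0.06). Scaling between arrays may account for part of this difference and cannot be told apart from a true one, because the difference was 0.10 (SE 0.072, adjusted p = 0.28) with housekeeping centring and 0.22 (SE 0.073, adjusted p = 0.04) with array median centring. ATF3 was also 0.291 higher in siATF4 than in siNT, below the fold minimum, and its interaction (-0.081) was not called. A rise of ATF3 by a path that does not need ATF4 is a biological hypothesis that was not tested.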

How the results depend on the processing

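Fits with array weights, array median centring, robust variances (chosen after seeing the data), the compared arrays alone or the methods' t-test without adjustment kept every count of genes that was run within 1.5 times its value (the interaction was not run with the compared arrays alone or the t-test), and the share of moved-back genes lay between 27.1% and 29% where array weights, array median centring or robust variances were used. The replicate numbers did not pair the arrays, since 0 of 18 same-number pairs had a correlation over 0.1 (median 0.015), and a replicate block gave 978, 781, 1154, 730, 195 and 517 genes and a share of 28.6%. Leaving out each array in turn gave 979 to 1023 genes for siMESH1 vs siNT, 778 to 815 for siATF4 vs siNT, 1134 to 1178 for siMESH1+siATF4 vs siNT, 730 to 759 for siMESH1+siATF4 vs siMESH1, 189 to 215 for siMESH1+siATF4 vs siATF4, 478 to 562 for the interaction and a share of 27.4% to 29.4%. Among 661 values of study genes, largest changes and leading list members, called or not, the call stayed the same in 661 with a block or robust variances, 645 with array weights, 637 with array median centring, 598 with housekeeping median and 541 with housekeeping mean centring. Of the called values 0 reversed, while 1 of 4 probe sets of SLC1A4 reversed in the interaction (-0.011). Values not called could change sign, as those of XBP1 and DDIT3 in siMESH1 did under housekeeping centring. Of 132 list results 66 were called, and of these 14 stayed called and 52 lost their call with an estimated correlation, while 97 of the 132 were the same and 35 gained a call with fry, which does not compare a list with other genes. A call lost with the estimated correlation does not by itself show a correlation above the preset 0.01. For YAP and TAZ targets the estimate was -0.017, yet the camera adjusted p of the interaction went from 0.036 to 0.14. The filter on dim probe sets, the brightest probe set of a gene and the intensity trend were not run, because the deposited differences hold no level, and how far background limits weak genes is therefore unknown.

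Counts below are in the order siMESH1 vs siNT, siATF4 vs siNT, siMESH1+siATF4 vs siNT, siMESH1+siATF4 vs siMESH1, siMESH1+siATF4 vs siATF4 and the interaction. Testing every probe set gave 1706, 1313, 1993, 1276, 357 and 855, counting several probe sets per gene. Without a fold minimum 4019, 3421, 4254, 3348, 1403 and 1424 genes were called and the share was 44.8%, and with a 2-fold minimum 239, 170, 281, 93, 21 and 102 with a share of 9.09%, as the thresholds dictate. Housekeeping centring gave 2585, 949, 1777, 808, 204 and 1257 genes and a share of 14.7%, and kept 635 of the 980 siMESH1 calls and 307 of the 516 interaction calls. Centring on the housekeeping median, chosen after seeing the data because TFRC and PGK1 of that list fell, gave 1521 genes for siMESH1 vs siNT and a share of 21.6%. HPRT1 was lower in siMESH1 too (-0.664), and of the housekeeping genes B2M alone lay above 0 there (0.018). The methods' t-test with adjustment gave 122 genes for siMESH1+siATF4 vs siATF4. Without probe sets that may cross-hybridise fewer genes were tested, with 697, 561, 808, 547, 159 and 365 called and a share of 32.5%. The share was 18.4% with siATF4-responsive genes left out of the moved-back count only and 21.4% with them kept in both. The corresponding shares by the methods' t-test, chosen after seeing the data, were 19.4% and 22.4% on every probe set and 18.5% and 21.6% per gene. In the limma fit with siATF4-responsive genes left out of both counts, the share was 16.8% (106 of 631) when the interaction had to be called too, also chosen after seeing the data. The cause was not tested for the t-test and scaling differences.

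Among the list results that were called, housekeeping centring reversed 19 medians. In siMESH1 vs siNT they became 0.21 for amino acid synthesis, 0.14 for aminoacyl-tRNA synthetases, 0.12 for ATF6 and IRE1, 0.20 for mitochondrial ribosomal proteins, 0.23 for oxidative phosphorylation, 0.26 for sterol synthesis, 0.003 for hypoxia and 0.20 for interferon. In siMESH1+siATF4 vs siNT they became 0.003 for amino acid synthesis and 0.078 for hypoxia, and in siMESH1+siATF4 vs siATF4 0.042 for aminoacyl-tRNA synthetases, 0.044 for cytosolic ribosomal proteins, 0.035 for oxidative phosphorylation and 0.022 for interferon. Interaction medians became -0.17 for aminoacyl-tRNA synthetases, -0.11 for ATF6 and IRE1, -0.049 for sterol synthesis, -0.069 for hypoxia and -0.17 for interferon. Centring on the housekeeping median reversed 15 medians of called list results, in siMESH1 vs siNT to 0.098 for amino acid synthesis, 0.025 for aminoacyl-tRNA synthetases, 0.007 for ATF6 and IRE1, 0.083 for mitochondrial ribosomal proteins, 0.12 for oxidative phosphorylation, 0.15 for sterol synthesis and 0.085 for interferon. In siMESH1+siATF4 vs siATF4 it gave 0.001 for amino acid synthesis, 0.047 for aminoacyl-tRNA synthetases, 0.05 for cytosolic ribosomal proteins, 0.004 for mitochondrial ribosomal proteins, 0.041 for oxidative phosphorylation and 0.027 for interferon, and interaction medians of -0.055 for aminoacyl-tRNA synthetases and -0.051 for interferon. The centring moves every gene of a comparison by the same amount, upward where the housekeeping value is negative and downward in the interaction. It therefore turns any median that lies between 0 and the housekeeping value. Why the housekeeping genes differed between groups was not tested.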

Other observations

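Some members of further gene lists were called in cells with both siRNAs. In siMESH1+siATF4 vs siMESH1 5 of 32 interferon response genes were called higher, among them the exonuclease ISG20 (1.03), the immunoproteasome subunit PSMB9 (0.66) and IRF7 (0.56; median 0.23, camera adjusted p = 0.00018, but adjusted p = 0.17 with an estimated correlation). Hypoxia and glycolysis genes were partly higher, with 5 of 36 called, such as CA12 (0.84), the lysyl oxidase LOX (0.76), P4HA2 (0.61) and SLC2A3 (0.60; median 0.14, adjusted p = 0.003, but adjusted p = 0.2 with an estimated correlation). Cilium genes DYNC2LI1 (-0.65), IFT57 (-0.65) and BBS1 (-0.57) fell (median -0.099, adjusted p = 0.0085, but adjusted p = 0.2 with an estimated correlation). The transferrin receptor TFRC, lower in siMESH1, rose by 0.83.

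The NRF2 target list was divided in that comparison, with AKR1B10 (-1.98), AKR1C3 (-0.67) and TXNRD1 (-0.56) lower and ABCC1 higher (0.56), and did not pass the test (adjusted p = 0.45). In siMESH1+siATF4 vs siNT 5 of 26 autophagy and lysosome genes were called higher and 1 lower (median 0.17, adjusted p = 0.0087, but adjusted p = 0.27 with an estimated correlation). Of 72 signature genes of at least 2-fold change outside the cell cycle and DNA replication lists and not called in siATF4, 3 kept 75% or more of their change with ATF4 silenced (SIGLEC15, NEFM and GAL3ST1) and 9 kept under 25%. HDDC2, a gene chosen after its values were seen because its name resembles that of HDDC3, fell 2.59-fold in siMESH1 (-1.37, SE 0.066) and was at 0.007 in siATF4 and -0.55 in siMESH1+siATF4, and whether the siRNA acts on it was not tested.

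At the thresholds of the methods' t-test, with genes changed by siATF4 alone left out of both counts, 180 of 629 genes (28.6%) or 327 of 1131 probe sets (28.9%) moved back, and with them left out of the moved-back count only the shares were 18.5% of 973 genes and 19.4% of 1685 probe sets. The count of genes and the last shares are lower than the values quoted from the study above, while the first shares lie close to the quoted share.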
